A study of Homo sapiens with 12 samples. Its data were reported in "Cordycepin generally inhibits growth factor signal transduction in a systems pharmacology study" (2024).

How the data were processed

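RNA was measured by stranded, ribosomal RNA-depleted sequencing in HEK293 cells, a human embryonic kidney line, and in a derivative in which the genes of both catalytic subunits of the energy-sensing kinase AMPK (PRKAA1 and PRKAA2) had been knocked out with CRISPR (AMPK KO). Cells were serum starved for 24 h. They then received the solvent DMSO alone, DMSO followed by epidermal growth factor (EGF) for 30 min, or 25 µM cordycepin followed by EGF for 30 min, with 50 min of treatment in total. Cordycepin is 3′-deoxyadenosine, an adenosine analogue that lacks the hydroxyl group needed to extend an RNA chain. The EGF concentration was given as 15 with different units in different places (nM or µM), which was not resolved here. The 12 libraries form 6 groups with 2 replicates each, numbered 2 and 3. Groups and replicate numbers were taken from the sample labels. The authors discarded replicate 1 of each condition as an outlier, and it was not analysed here.

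The authors sequenced paired reads of 150 bases, mapped them to GRCh38.p13, counted them per gene with Rsubread and deposited RPKM values (reads divided by gene length and library size). The deposited table listed 26058 Ensembl genes, and the rule by which genes were kept was not stated. A further 2 rows named no gene and were left out: an empty row, and a row with the 75th percentile of each column. Dividing by that percentile had not been applied to the values. Gene IDs were matched to GENCODE release 44 (GRCh38), which gave symbols and positions for 26029 genes. This release may differ from the annotation the authors used, although the build is the same.

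The RPKM values were whole multiples of a step set by gene length and library size, so reads could be recovered. At the annotated exon length, 25082 genes (96.25%) gave whole reads in all 12 libraries, within 0.05 of a read, and 25864 (99.26%) did so after a search for the length. The recovered reads on listed genes ranged from 3994218 in WT DMSO replicate 3 to 26346520 in WT cordycepin+EGF replicate 2, a 6.6-fold range. The denominators behind the RPKM values differed from these totals by a factor per library that matched a trimmed mean of log ratios within 0.11%, so the deposited RPKM values already carried that scaling. The factors ran from 0.951 to 1.127. In the shallowest library 1170 genes had no read, against 3 to 127 in the others, so comparisons with WT DMSO had the least precision. Reads do not carry molecular identifiers, so counting error alone understates the error of a value. Ribosomal protein genes and other genes with near-identical pseudogenes were uncertain, since 2.53% to 3.51% of reads were assigned to processed pseudogenes. Reads of closely related histone genes could likewise be split between copies.

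As in the study, values were scaled by the upper quartile of each library. They were analysed as log2(scaled RPKM + 0.5), so fold changes are on that scale and understate changes of low genes. The 22067 genes with a mean RPKM of at least 0.5 were tested. The test was limma 3.58.1 in R 4.3.3 (lmFit, contrasts, eBayes with trend), two-sided, with all 12 libraries in 1 fit, group means only and Benjamini-Hochberg adjustment within each of 7 comparisons. The fit had 6 residual degrees of freedom, 8.96 after moderation. SE is the moderated standard error. Counts are given for an adjusted p under 0.05 and for the study's threshold, an unadjusted p of at most 0.05 with an absolute log2 fold change of at least 1. Gene sets were tested with limma's camera (preset correlation 0.01) and fry over 35 set-by-comparison tests. The sets were an immediate early list of 24 genes, the S phase and G2/M genes of Seurat 5.3.0, ZNF genes, replication-dependent histone genes, cytoplasmic ribosomal protein genes and mitochondrially encoded genes. The immediate early list held genes that the study names or measured by RT-qPCR, with IER2 and CCN1 added. It was therefore not chosen independently of the study, and its name is a label rather than a tested class. AREG was the only gene of the immediate early list that was not analysed here.

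The genes named were PRKAA1, PRKAA2, the immediate early list and, per comparison, up to 3 of the largest rises and up to 3 of the largest falls among genes with an adjusted p under 0.05, a mean RPKM of at least 1 in the libraries compared and no overlap between replicates. The design, the alternatives, the gene lists and this rule were fixed before the data were examined. Alternatives were pseudocounts of 0.1 and 1, no filter, a filter at a mean RPKM of 1, RPKM as deposited, median-ratio scaling, a fit of only the groups compared, a replicate block, eBayes without trend and leaving out each library. Several more were added after seeing the data: voom on the recovered reads, array weights, a block within each cell line and a crossed block. Replicate numbers tied the WT samples together: the differences between replicates 2 and 3 correlated across genes with r of 0.136, 0.282 and 0.314 over the 3 pairs of WT groups. Among AMPK KO groups r was -0.122 to 0.031. Correlations of effects that share libraries were set beside simulations of unchanged groups, at first with equal spread and, after seeing the data, with the spread of each group. Where a gene had at most 3 reads in each library of a group, its fold was computed against 3 reads and is a lower bound.

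The limma test was tested on simulated reads for 21912 genes, with the real levels and library sizes and a dispersion of 0.0138. Of 200 genes changed in 1 group, 76.5% were called, all 153 in the right direction. The share was 94% for log2 changes of 2 and 59% for log2 changes of 1. Outside these and a shifted set of 50 genes, 2 unchanged genes were called, and the comparison without changes gave 0. The shifted set had a fry p of 4.85e-08 and an unshifted set of the same size a fry p of 0.113. The simulated genes were independent, had 1 dispersion in all groups, and were changed only at a mean RPKM of at least 2. The real groups differed in spread, with an SD of the replicate difference of 0.371 to 0.695. These shares and p-values therefore check the procedure and do not give its power or error in the real data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.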

Results

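The transcriptomes of WT and AMPK KO HEK293 cells were compared to ask whether EGF-induced gene expression and its response to cordycepin depend on AMPK. There were 12 libraries in 6 groups of 2. Depth was uneven. WT DMSO replicate 3 held 3994218 reads on listed genes, and the other libraries held 12627883 to 26346520. Replicates of WT DMSO also differed most, with a correlation of log2 values across genes of 0.918, against 0.961 to 0.977 in the other groups.

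**Figure D1:**
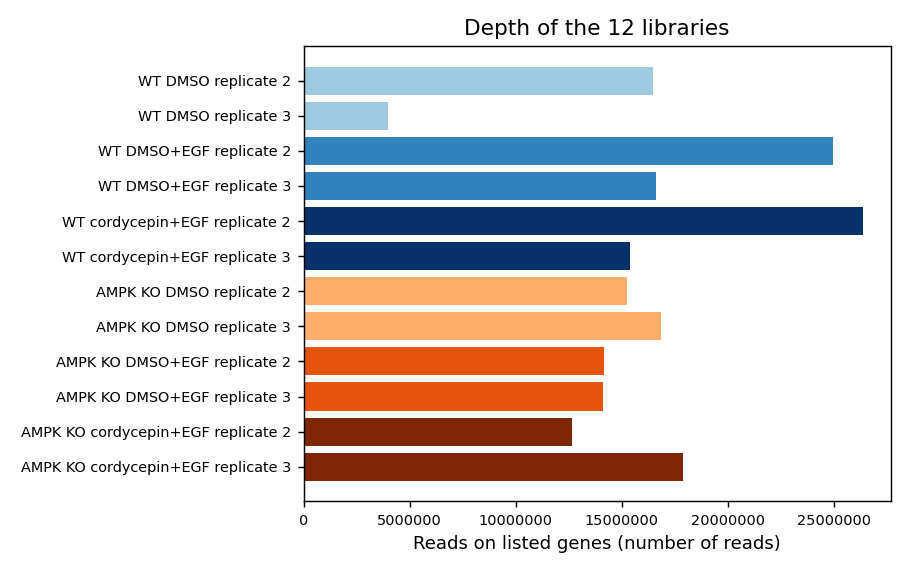
Reads on listed genes (horizontal axis, number of reads) recovered from the RPKM values for each of the 12 libraries, coloured by group. WT DMSO replicate 3 stands at 3994218 reads, below all other libraries.

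The knockout was checked first at the targeted genes. PRKAA1 (ENSG00000132356, GRCh38 chromosome 5, 40759389 to 40798374, minus strand) had 18.7 ± 4.69 RPKM (SD, n = 2) in WT DMSO cells and 7.39 ± 0.275 RPKM (SD, n = 2) in AMPK KO DMSO cells. The log2 fold change was -1.26 (SE 0.167, adjusted p 0.0228). PRKAA2 (ENSG00000162409, chromosome 1, 56645314 to 56715335, plus strand) had 10.1 ± 3 RPKM in WT DMSO and 5.75 ± 0.267 RPKM in AMPK KO DMSO, a log2 fold change of -0.73 (SE 0.202) that did not pass adjustment over all genes (adjusted p 0.112). Adjusted over the list alone, of these 2 targets, both passed, with an adjusted p of 7.33e-05 for PRKAA1 and 0.00572 for PRKAA2, and at most 0.00387 and 0.0308 over 9 alternatives. Without WT DMSO replicate 2 it was -0.43, and without WT DMSO replicate 3 it was -1.02. The call for PRKAA1 did not hold with only the compared groups in the fit, and over 9 alternatives its adjusted p ranged from 0.0198 to 0.416. In the other groups PRKAA1 had 17.8 ± 0.909 RPKM in WT DMSO+EGF, 11.4 ± 0.288 RPKM in WT cordycepin+EGF, 7.94 ± 0.694 RPKM in AMPK KO DMSO+EGF and 7.97 ± 1.01 RPKM in AMPK KO cordycepin+EGF. PRKAA2 had 10.5 ± 0.89, 7.12 ± 0.254, 6.79 ± 0.161 and 6.57 ± 1.43 RPKM in the same groups. Transcripts of both genes were still present in AMPK KO cells. For PRKAA2 the AMPK KO libraries lay below the WT libraries in DMSO and in DMSO+EGF, and with cordycepin and EGF they (5.56 and 7.59 RPKM) overlapped the WT libraries (6.94 and 7.3 RPKM).

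EGF was compared with DMSO alone in each cell line to measure the response to the growth factor. In WT cells 5 genes rose and 0 fell at an adjusted p under 0.05. An unadjusted p under 0.05 was reached by 2144 genes, where 1103 are expected by chance. The study's threshold was passed by 216 genes that rose and 123 that fell. The pseudocount moved this total of 339 most: a pseudocount of 0.1 gave 560 and a pseudocount of 1 gave 184. In AMPK KO cells 3 genes rose and 0 fell at an adjusted p under 0.05. Only 535 genes reached an unadjusted p under 0.05, fewer than the 1103 expected by chance. This order of the lines depended on the fit. With only the compared groups the numbers were 1057 in WT and 1258 in AMPK KO cells. Array weights, chosen after seeing the data, gave 1026 and 1540, and the other fits kept the WT number higher. In AMPK KO cells the study's threshold was passed by 63 that rose and 68 that fell. An absolute log2 fold change of at least 1 was found for 597 genes in WT cells and 227 in AMPK KO cells. Without WT DMSO replicate 2, which leaves the shallow library alone in its group, the WT number was 1981, and without WT DMSO+EGF replicate 2 it was 903. For AMPK KO cells the number was 401 to 543 with each library left out.

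The largest rises were shared by the cell lines. EGR1 (ENSG00000120738, chromosome 5, 138465479 to 138469303, plus strand, protein coding) went from 2.51 ± 0.201 to 215 ± 17.9 RPKM (SD, n = 2) in WT cells, a log2 fold change of 6.16 (SE 0.186, adjusted p 2.48e-06). It went in AMPK KO cells from 2.24 ± 0.182 to 106 ± 0.56 RPKM, a log2 fold change of 5.28 (SE 0.186, adjusted p 9.73e-06). FOS (ENSG00000170345, chromosome 14, 75278826 to 75282230, plus strand, protein coding) rose by 3.29 on the log2 scale in WT cells (SE 0.209, adjusted p 0.000593) and by 2.497 in AMPK KO cells (SE 0.209, adjusted p 0.00624). EGR3 (ENSG00000179388, chromosome 8, 22687659 to 22693480, minus strand, protein coding) rose by 3.35 in WT cells (SE 0.172, adjusted p 0.000136) and by 2.26 in AMPK KO cells (SE 0.172, adjusted p 0.00411). EGR2 and FOSB also passed in WT cells, with log2 fold changes of 1.75 and 1.95 and an adjusted p of 0.0282 each. EGR2 was counted from 4 and 1 reads in the WT DMSO libraries. With only the compared groups in the fit, EGR1 was the 1 gene called in each line. With a replicate block within each cell line, chosen after seeing the data, EGR1, EGR3 and FOS were the 3 genes called in WT cells (adjusted p 9.88e-05, 0.00332 and 0.00919).

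All 23 tested genes of the immediate early list rose in WT cells, and 20 rose in AMPK KO cells. In WT cells 5 passed 0.05 over all genes (3 with the block within each cell line) and 14 when adjusted over the list alone. In AMPK KO cells the numbers were 3 over all genes and 6 adjusted over the list alone. As a set, the list rose in WT cells (median log2 fold change 0.56, camera adjusted p 8.14e-21, fry adjusted p 9.56e-05) and in AMPK KO cells (median 0.35, camera adjusted p 8.14e-21, fry adjusted p 0.000858). The EGF effect was smaller in AMPK KO cells for 20 of the 23 genes. Tested as an interaction, the difference passed for 0 of all genes, with 1917 at an unadjusted p under 0.05. Adjusted over the list alone it passed for 1 gene, EGR3 (-1.09, SE 0.244, adjusted p over the list 0.0363). With the replicate block within each cell line, chosen after seeing the data, it passed for 0 genes of the list. There, 7 had an unadjusted p under 0.05. The other settings gave 1 to 3 genes of the list. For FOS the interaction was -0.79 (SE 0.296, adjusted p 0.57).

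**Figure D2:**
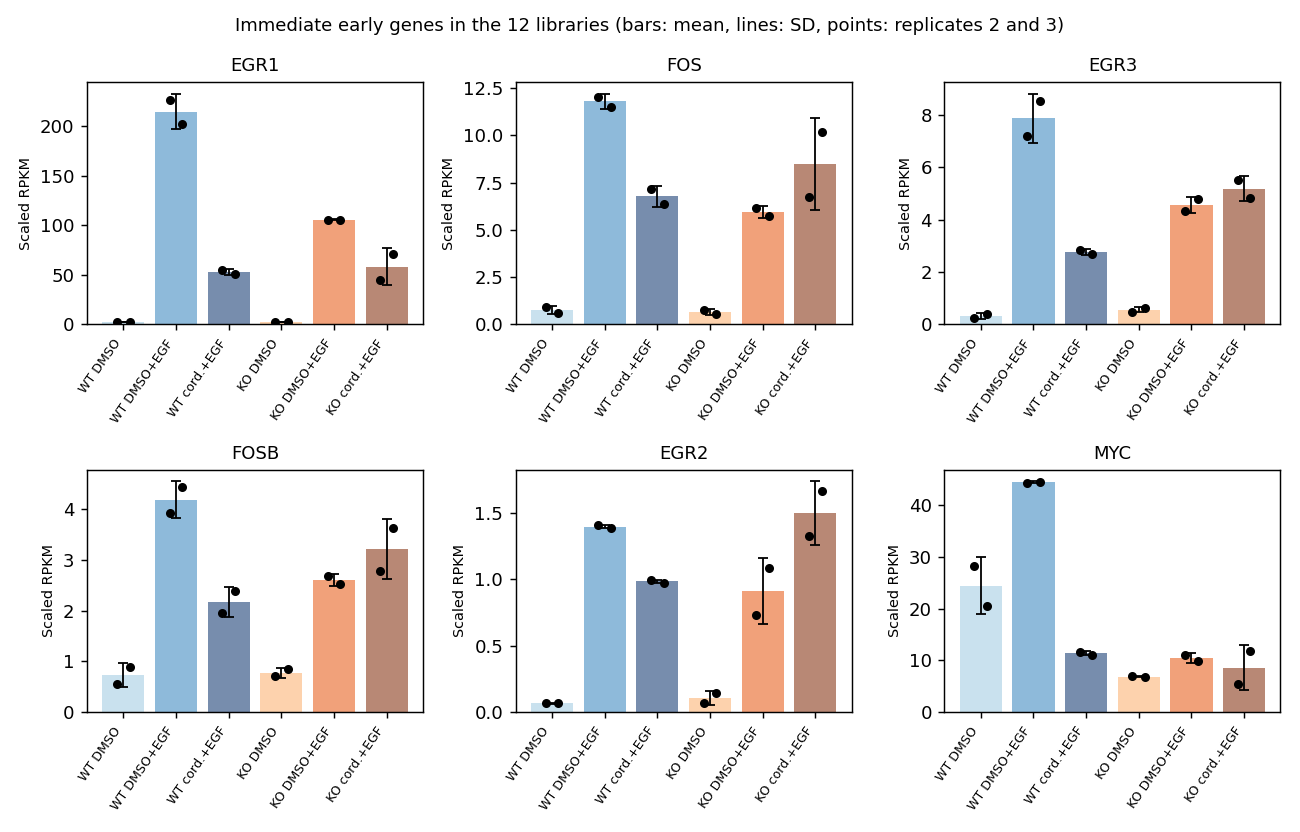
Upper-quartile-scaled RPKM (vertical axes) of 6 immediate early genes in the 6 groups; bars are means, lines are the SD and points are replicates 2 and 3. FOS falls with cordycepin in WT cells, from 11.8 to 6.77 RPKM, and not in AMPK KO cells, from 5.94 to 8.48 RPKM.

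Cordycepin with EGF was compared with DMSO and EGF to ask how cordycepin altered expression in stimulated cells. In WT cells 1 gene, EGR1, passed an adjusted p under 0.05. It fell by 2.005 on the log2 scale (SE 0.186, adjusted p 0.0439), from 215 ± 17.9 to 53 ± 2.95 RPKM (SD, n = 2). This call did not hold under 4 alternatives, and its adjusted p ranged from 0.0371 to 0.11 over 9. With a replicate block within each cell line 5 genes were called, all lower, with an adjusted p of 0.0382 to 0.0449: EGR1, LINC02226, GK-IT1, MIR222HG and ARC, of which the last 3 were chosen after their values were seen. An unadjusted p under 0.05 was reached by 3529 genes against 1103 expected by chance, and the study's threshold by 358 genes that rose and 218 that fell. The number called in WT cells depended on the model. Voom on the recovered reads called 387 higher and 394 lower, and array weights 7 and 9, both chosen after seeing the data. In AMPK KO cells 85 genes rose and 19 fell at an adjusted p under 0.05, 4805 reached an unadjusted p under 0.05, and the study's threshold was passed by 655 that rose and 87 that fell. The split of the called genes depended on the model: voom on the recovered reads called 654 higher and 524 lower, and array weights 675 and 518, both chosen after seeing the data. With only the compared groups in the fit the adjusted number was 0, with 5467 at an unadjusted p under 0.05. Of the 104 genes called in AMPK KO cells, 85 changed in the same direction in WT cells.

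Among genes called in AMPK KO cells, the largest rises were of low transcripts. HCG14 (ENSG00000224157, lncRNA, chromosome 6, 28896530 to 28897322) had 1 read in each AMPK KO DMSO+EGF library and 6.47 ± 1.95 RPKM (SD, n = 2) with cordycepin, at least 12.4-fold higher. DDX11L17 (ENSG00000279928, chromosome 1, 182696 to 184174), an unprocessed pseudogene of a multicopy family and therefore uncertain, was at least 7.78-fold higher. The lncRNA ENSG00000289584 (chromosome 8, 23264102 to 23264720) rose by 2.63 (SE 0.324, adjusted p 0.026). The largest falls were of the mitochondrial tRNA gene MT-TA (ENSG00000210127, chromosome M, 5587 to 5655), at least 4.81-fold lower, of the lncRNA LINC02226 (ENSG00000245729, chromosome 5, 8333481 to 8457558; log2 fold change -1.69, SE 0.238, adjusted p 0.0338) and of the histone gene H2BC8 (ENSG00000273802, chromosome 6, 26216200 to 26216688; log2 fold change -1.58, SE 0.257, adjusted p 0.0469). H2BC8 reads could be split with related copies. LINC02226 was also lower with cordycepin in WT cells, at 10.4 ± 3.14 RPKM against 43.4 ± 5.19 RPKM (SD, n = 2).

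**Figure D3:**
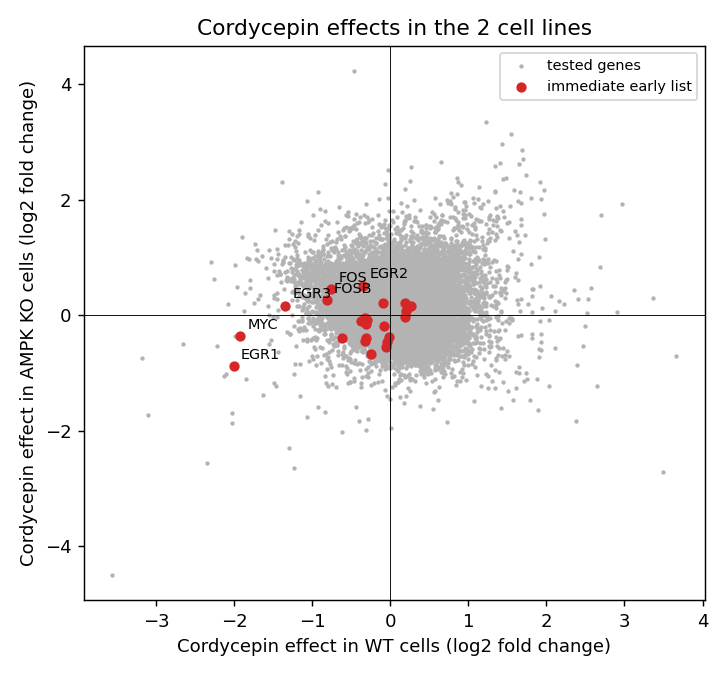
Cordycepin effect in AMPK KO cells (vertical axis) against that in WT cells (horizontal axis), both as log2 fold change, for the 22067 tested genes (grey) and the immediate early list (red). Across all genes Pearson's r is -0.028, and EGR1 lies below 0 on both axes.

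The immediate early list fell in WT cells under cordycepin, with 19 of 23 genes lower (median log2 fold change -0.31, camera adjusted p 1.94e-05, fry adjusted p 0.0127). Adjusted over the list alone, 6 genes passed: EGR1, EGR3, MYC, JUN, FOSB and FOS, with log2 fold changes of -2.005, -1.35, -1.93, -0.61, -0.81 and -0.76. In AMPK KO cells 15 of 23 were lower (median -0.11, camera adjusted p 0.0401), which did not hold under fry (adjusted p 0.238). There, 6 genes passed when adjusted over the list alone, and 0 over all genes, where 8 had an unadjusted p under 0.05. They were EGR1, WEE1, SPRY2, DUSP1, CCN2 and MCL1, with log2 fold changes of -0.89, -0.55, -0.68, -0.46, -0.47 and -0.37. FOS did not fall in AMPK KO cells, whereas the paper reports, by RT-qPCR, a weaker induction with cordycepin in both lines. FOS had 5.94 ± 0.314 RPKM with EGF and 8.48 ± 2.45 RPKM with cordycepin and EGF (SD, n = 2), a log2 fold change of 0.45 (SE 0.209, adjusted p 0.248). The effects in AMPK KO cells differed between the cordycepin libraries. Without AMPK KO cordycepin+EGF replicate 3 that of FOS was 0.17, and without replicate 2 of that group it was 0.73 and those of EGR1, SPRY2 and DUSP1 were -0.57, -0.35 and -0.29. The interaction of cordycepin and cell line passed for 0 of all genes, with 4716 at an unadjusted p under 0.05. For 7 genes of the list it passed when adjusted over the list alone. This interaction and that of EGF share the DMSO+EGF libraries with opposite sign, so they are not independent. The number over all genes depended on the fit, and was 1128 when only the compared groups were fitted.

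Of the other gene sets, several passed camera under cordycepin and none of them passed fry. In AMPK KO cells the S phase genes (43 genes, median log2 fold change -0.32) had a camera adjusted p of 9.22e-09 and a fry adjusted p of 0.0507. The G2/M genes fell in WT cells (54 genes, median -0.15, camera adjusted p 2.26e-05, fry adjusted p 0.231) and in AMPK KO cells (median -0.23, camera adjusted p 6.22e-06, fry adjusted p 0.191). Replication-dependent histone genes fell in AMPK KO cells (55 genes, median -0.38, camera adjusted p 4.16e-07, fry adjusted p 0.242), with a median of -0.09 in WT cells that passed neither test. ZNF genes (430 genes) had medians of 0.09 in WT and -0.06 in AMPK KO cells. Mitochondrially encoded genes (27 genes) had medians of -0.38 in WT and -0.14 in AMPK KO cells. The medians of ribosomal protein genes (78 genes, uncertain for shared reads) were 0.02 in WT cells, or -0.014 relative to the median of all genes, and -0.20 in AMPK KO cells. The WT value passed neither test. In the comparisons without cordycepin, the set calls of camera likewise did not hold under fry outside the immediate early list, such as histone genes under EGF in WT cells (median 0.36, camera adjusted p 0.00069, fry adjusted p 0.434) and mitochondrially encoded genes under EGF in AMPK KO cells (median 0.42, camera adjusted p 4.59e-05, fry adjusted p 0.477). The estimated correlation between genes of a set was 0.017 for ZNF genes, 0.072 for the immediate early list and 0.2 to 0.401 for the other sets. All lay above the preset 0.01, so the camera p-values are too small, including those of the immediate early list.

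The response to cordycepin was compared between the lines across genes, which are not independent replicates. The cordycepin effects in WT and AMPK KO cells had a Pearson r of -0.028 and a Spearman rho of -0.096, and the EGF effects had an r of -0.092 and a rho of -0.163. The first was 0.12 without AMPK KO cordycepin+EGF replicate 3 and -0.197 without AMPK KO cordycepin+EGF replicate 2, and the second was 0.039 without AMPK KO DMSO replicate 3 and -0.186 without WT DMSO replicate 3, so neither had a settled sign. At the study's threshold, 86 genes rose with cordycepin in both lines against 10.6 expected by chance, and 8 fell in both against 0.859. For EGF, 8 genes rose in both against 0.617 expected, and 1 fell in both against 0.379. The expected numbers take every gene as equally likely to pass, whatever its level or noise. An excess over them alone therefore does not show a shared response. The EGF effect and the cordycepin effect had an r of -0.368 in WT cells and -0.246 in AMPK KO cells. These effects share the DMSO+EGF libraries, and 100 simulations of unchanged groups, each with its own spread between replicates, gave a mean r of -0.304 (-0.328 to -0.275) in WT cells and -0.427 (-0.447 to -0.405) in AMPK KO cells. With equal spread in all groups the mean was -0.502. The WT value lay below the simulated values of its own spread and above that of equal spread, and the AMPK KO value lay above both. The simulated genes were independent, so these ranges are too narrow to serve as a test. Without WT DMSO replicate 3 the WT value was -0.067, and in AMPK KO cells it was -0.139 without AMPK KO DMSO replicate 2 and -0.398 without AMPK KO DMSO+EGF replicate 3.

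Genes induced by EGF in 1 line were therefore followed in the other, where no library is shared. The 216 genes induced in WT cells had a median cordycepin effect of 0.28 in AMPK KO cells, with 155 higher and 61 lower (camera adjusted p 0.00866, fry adjusted p 0.227). The 63 genes induced in AMPK KO cells had a median of -0.10 in WT cells, with 27 higher and 36 lower (camera adjusted p 0.0461, fry adjusted p 0.227). Neither held under fry, and the second median was 0.05 without WT cordycepin+EGF replicate 3, 0.028 without WT DMSO+EGF replicate 2, -0.243 without WT cordycepin+EGF replicate 2 and -0.331 under a pseudocount of 1.

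AMPK KO and WT cells were compared in DMSO to measure the difference without stimulation. At an adjusted p under 0.05, 62 genes were higher and 35 lower in AMPK KO cells, and the study's threshold was passed by 438 and 425. With only these groups in the fit, 1 gene remained, CEBPE. CEBPE (ENSG00000092067, chromosome 14, 23117036 to 23120256, minus strand, protein coding) had 88.4 ± 4.46 RPKM (SD, n = 2) in WT DMSO cells and no read in AMPK KO DMSO cells, at least 838-fold lower. The histone gene H2BC10 (ENSG00000278588, chromosome 6, 26272931 to 26273412), which is uncertain for related copies, was at least 20-fold lower. MAP7D2 (ENSG00000184368, chromosome X, 20006713 to 20116907) had a log2 fold change of -3.64 (SE 0.169, adjusted p 5.46e-05). CGA (ENSG00000135346, chromosome 6, 87085498 to 87095106) rose by 2.28 (SE 0.299, adjusted p 0.0228) and SULT1C4 (ENSG00000198075, chromosome 2, 108377911 to 108388989) by 2.26 (SE 0.257, adjusted p 0.0143). The lncRNA ENSG00000230648 (chromosome 6, 4018843 to 4021215) was at least 1.69-fold higher, against 3 and 0 reads in WT DMSO. MYC was the gene of the immediate early list that passed over all genes. It had 24.4 ± 5.51 RPKM in WT DMSO and 6.84 ± 0.0271 RPKM in AMPK KO DMSO (SD, n = 2), a log2 fold change of -1.74 (SE 0.284, adjusted p 0.0434). Adjusted over the list alone, 3 genes passed: MYC, PLK2 and JUNB.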

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

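The cell line interactions, their adjustment over the list, the fit of only the compared groups and the fits leaving out each library were planned. The genes followed here, and the explanations tested on them, were chosen after the results were seen. Effects of the same treatment differed between WT and AMPK KO cells for several genes of the immediate early list, by the interaction adjusted over the list alone or because every library of the lines moved in opposite directions. The EGF and cordycepin interactions share the DMSO+EGF libraries with opposite sign, so they are not separate findings. EGR1 had 215 RPKM in WT and 106 RPKM in AMPK KO cells with EGF. With cordycepin and EGF it had 53 and 58.4 RPKM. A weaker induction by EGF in AMPK KO cells was not separated from a weaker effect of cordycepin. Over all genes tested none of the list passed. For cordycepin this depended on the model: EGR3 and FOS passed when only the compared groups were fitted (adjusted p 0.0381 and 0.0498, against highest values of 0.139 for both over 9 alternatives), and EGR1, EGR3, MYC, FOS and FOSB passed with voom on the recovered reads (adjusted p 0.0093 to 0.0146) and with array weights (0.0315 to 0.0404), which were chosen after seeing the data.

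For cordycepin, the interaction (AMPK KO minus WT, log2) was 1.51 for EGR3, 1.57 for MYC, 1.21 for FOS, 1.12 for EGR1, 1.07 for FOSB, 0.87 for EGR2 and -0.49 for WEE1. Their p-values adjusted over the list alone from limma were 0.0037, 0.0212, 0.0212, 0.0212, 0.0225, 0.0318 and 0.0318. Over all genes the adjusted p was 0.122 to 0.139. EGR1 fell in each library of both lines, less so in AMPK KO cells. MYC fell in WT cells, and no fall was shown in AMPK KO cells (-0.36, SE 0.284, adjusted p 0.485), where replicate 3 with cordycepin lay above both libraries without it. EGR3, FOS, FOSB and EGR2 fell in each WT library and rose in each AMPK KO library, and so did AMOTL2, whose interaction of 0.30 did not pass (adjusted p over the list 0.569). None of these rises in AMPK KO cells passed in limma, with an adjusted p over the list of 0.0667 to 0.499. The WT falls of EGR2 (0.231) and AMOTL2 (0.708) did not pass either. Margins could be small: EGR3 in AMPK KO replicate 3 had 4.84 RPKM with cordycepin and 4.79 RPKM without it. The technical tests were run on FOS, for which the paper reports a weaker induction with cordycepin in both lines by RT-qPCR. Counting noise was argued against by its reads: the pooled reads gave a log2 ratio of the effects of 1.33 with a lower 95% bound of 1.14, which covers counting error only. Scaling was argued against, since the interaction of FOS was 1.19 under the scaling that moved it most. Dependence of the FOS interaction on 1 library was argued against too, since its lowest value with 1 library left out was 0.93, above its SE of 0.296. The interactions of the other 6 genes also kept their sign with each library left out. Sizes did depend on the AMPK KO cordycepin libraries: the effect of FOS there was 0.17 without replicate 3 and 0.73 without replicate 2, that of EGR1 -0.57, SPRY2 -0.35 and DUSP1 -0.29 without replicate 2, and the interaction of MYC was 1.05 without replicate 3 and 2.08 without replicate 2. A difference between cultures or clones other than AMPK stays open, because each genotype was represented by its own cell line and MYC already differed between the lines in DMSO. Loss of AMPK is the biological difference the design names, and it was not separated from these.

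For EGF, the interaction was -1.09 for EGR3 (adjusted p over the list 0.0363). With a replicate block within each cell line this call was lost. AMOTL2 moved in opposite directions in every library, with an interaction of -0.31 that did not pass (adjusted p over the list 0.401). The EGR3 interaction ranged from -1.428 to -0.908 over 9 alternatives and from -1.219 to -0.959 with each library left out. Its sign therefore did not rest on the scaling or on 1 library. Other technical explanations were not tested separately, nor was any for AMOTL2, and no biological explanation was tested.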

How the results depend on the processing

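The values below changed their side of the threshold, moved by over 1.5 times or changed sign. Unless stated, the cause was not tested.

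Pseudocount 0.1 counts more low genes as changed by construction. In the order EGF in WT, EGF in AMPK KO, cordycepin in WT, cordycepin in AMPK KO, and AMPK KO against WT, it gave 560, 267, 1034, 1186 and 1476 genes past the study's threshold, against 339, 131, 576, 742 and 863. It gave 1384, 656, 1644, 1841 and 2307 with an absolute log2 fold change of at least 1, against 597, 227, 759, 939 and 1163. Pseudocount 1 gave 184, 60, 311, 402 and 464, and 294, 103, 389, 486 and 603. Under it the share of rises for EGF in AMPK KO cells was 60% in place of 48.1%; no scaling moved a share by over 10 points.

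For adjusted p under 0.05, cordycepin in WT cells gave 0 genes in place of 1 under pseudocount 0.1, only the groups compared, the replicate block and eBayes without trend, and 2 under pseudocount 1. In those 4 fits 3444 to 4709 genes had an unadjusted p under 0.05. Cordycepin in AMPK KO cells (104) gave 50 under pseudocount 0.1, 45 under a filter of 1, 234 without a filter and 161 without trend. AMPK KO against WT (97) gave 188 without a filter. With only the groups compared in the fit, which leaves fewer libraries to estimate the spread, the counts were 1, 1, 0, 0 and 1 (5467 at an unadjusted p under 0.05 for cordycepin in AMPK KO cells), and the cordycepin interaction gave 1128 in place of 0.

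The replicate numbers did not pair the samples over all groups, although they did so among the WT groups. The differences between replicates 2 and 3 correlated across genes between groups with r from -0.122 to 0.322, over 0.1 for 7 of 15 pairs of groups. With the replicate block the counts were 5, 3, 0, 92 and 117, with 0 for both interactions, where 2113 and 5106 genes had an unadjusted p under 0.05. Settings chosen after seeing the data changed more. A block within each cell line gave 3 for EGF in WT, also 3 for the immediate early list over all genes, 5 and 18 for cordycepin in WT and AMPK KO, and 36 for AMPK KO against WT. For the WT comparisons it moved no other count by over 1.5 times and changed no gene set call. The crossed block, with the numbers of AMPK KO cordycepin+EGF exchanged, gave 53 for cordycepin in AMPK KO cells. Array weights gave 3 for EGF in WT, 16 and 1193 for cordycepin, 7 for AMPK KO against WT and 1457 for the cordycepin interaction. Voom on the recovered reads gave 781 and 1178 for cordycepin, 1783 for AMPK KO against WT and 2141 for the cordycepin interaction. The genes called for cordycepin in AMPK KO cells were then nearly balanced in direction (654 higher and 524 lower with voom, 675 and 518 with array weights, in place of 85 and 19), and for AMPK KO against WT the block within each cell line gave 18 and 18 in place of 62 and 35. The fit of all 12 libraries takes part of its spread from WT DMSO, which the cordycepin interaction does not use. The SD of the replicate difference was 0.695 in WT DMSO, against 0.371 to 0.462 in the other groups. The interaction gave 1128, 1457 and 2141 genes where WT DMSO was left out or values were weighted. With all 12 libraries at equal weight it gave 0. Whether the cordycepin response differs between the lines at the level of all genes therefore depends on the model. The EGF interaction gave 0 in each of these fits in which it was tested, with 1674 to 2113 at an unadjusted p under 0.05.

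For the immediate early list, counts over all genes with only the groups compared were 1, 1, 0 and 0 for EGF in WT, EGF in AMPK KO, cordycepin in WT and AMPK KO against WT, and 2 for the cordycepin interaction. Cordycepin in WT gave 0 also under pseudocount 0.1, the replicate block and eBayes without trend, and AMPK KO against WT gave 0 under the latter 2. Adjusted over the list alone, only the groups compared gave 13 for EGF in AMPK KO, 0 for cordycepin in AMPK KO, 1 for AMPK KO against WT and 3 for the EGF interaction. Cordycepin in AMPK KO gave 3 without trend. The EGF interaction gave 2 without a filter, with a filter of 1 and under the replicate block, and 0 in place of 1 with the block within each cell line, where 7 of the list had an unadjusted p under 0.05. Over all genes, the cordycepin interaction gave 5 of the list with voom and 5 with array weights.

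Leaving out a library left 1 in its group. The pooled spread of the other groups would still allow a test, but none is given, and these are values only. Genes with an absolute log2 fold change of at least 1 ranged from 644 to 1981 for EGF in WT, 401 to 543 for EGF in AMPK KO, 900 to 1298 and 955 to 1697 for cordycepin in WT and AMPK KO, and 1166 to 2389 for AMPK KO against WT. The highest values came without WT DMSO replicate 2, AMPK KO DMSO replicate 2, WT cordycepin+EGF replicate 2, AMPK KO cordycepin+EGF replicate 3 and WT DMSO replicate 3. The correlation of the cordycepin effects ranged from -0.197 to 0.120, with 0.061, 0.065 and 0.014 among the positive values. That of the EGF effects ranged from -0.186 to 0.039, with 0.010 without WT DMSO replicate 2. EGF against cordycepin ranged from -0.498 to -0.067 in WT (the latter without WT DMSO replicate 3) and from -0.398 to -0.139 in AMPK KO, with -0.388 without AMPK KO DMSO+EGF replicate 2. The median cordycepin effect on EGF-induced genes ranged from 0.274 to 0.392 in AMPK KO cells and from -0.243 to 0.05 in WT cells, where it was 0.028 without WT DMSO+EGF replicate 2. Pseudocounts of 0.1 and 1 gave -0.171 and -0.331 in WT cells in place of -0.1, and 0.404 and 0.183 in AMPK KO cells in place of 0.275, with the genes chosen anew under each. The correlation of the cordycepin effects was -0.001 and -0.048 under these pseudocounts and -0.045 with a filter of 1, in place of -0.028. Libraries used to choose these genes were not left out, since the choice needs a p-value, and none was taken from such fits.

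The ribosomal protein set under cordycepin in WT cells (median 0.019) had medians of -0.024 with RPKM as deposited and -0.022 with median-ratio scaling. The median of all genes moved alike, from 0.033 to -0.005 and -0.002, so the set stayed below it and the change of sign carries no direction. Its camera direction, at an adjusted p of 0.966, changed under both and without a filter (0.019). Among single genes, 32 values were weaker, 2 stronger and 32 moved, and among gene sets 5 were weaker and 3 stronger. The shallow WT DMSO replicate 3 limits each comparison with WT DMSO.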

Other observations

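The tests of neighbouring genes were chosen after the cordycepin results were seen; most of their outcomes were set out before the tests were run, and those on AMPK KO against WT cells in DMSO and on the part beyond other classes afterwards. The histone test was set out before the data were examined.

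Rises under cordycepin were frequent among low genes close to a more strongly expressed gene. A class of 788 tested genes lay within 5 kb downstream, on the same strand, of a gene with a mean RPKM of at least 5 and at least 2 times their own. Their median cordycepin effect was 0.28 in WT cells and 0.33 in AMPK KO cells, an excess of 0.239 and 0.212 over 10000 lists matched on expression. The 95th percentile of the lists lay at an excess of 0.026 and 0.027. After correction for GC content, length and level the excess was 0.187 and 0.18. With 1 cordycepin library left out it was 0.29 (without WT cordycepin+EGF replicate 2) and 0.186 (without replicate 3) in WT cells, and 0.142 (without AMPK KO cordycepin+EGF replicate 2) and 0.303 (without replicate 3) in AMPK KO cells. The size thus moved with the library, but these values argue against those trends or 1 cordycepin library as the whole cause. Genes with the stronger neighbour upstream on the other strand, and none upstream on the same strand, had an excess of 0.165 in WT cells and -0.053 in AMPK KO cells. The smaller difference between these 2 classes was 0.074. The classes hold different genes, and reads on the 2 strands of the same gene were not compared. The difference therefore does not decide on a uniform background such as genomic DNA. Genes with the stronger neighbour downstream on the same strand, and none upstream, had an excess of 0.127 in WT cells (percentile 100) and 0.046 in AMPK KO cells (percentile 97.01). Transcription running past the end of the upstream gene is a candidate explanation only for the part beyond these other classes, which it would not raise. That part, taken beyond the larger of the other classes, was 0.074 in WT cells and 0.167 in AMPK KO cells.

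The class also moved in comparisons without cordycepin. It had an excess of 0.228 in AMPK KO against WT cells in DMSO, where the other classes had 0.158 (neighbour downstream) and 0.144 (other strand). The part beyond these was 0.07, close to that under cordycepin in WT cells and below that in AMPK KO cells. The excess of the class for EGF was 0.062 in WT cells and -0.105 in AMPK KO cells, outside the matched lists in both. After correction for GC content, length and level, the excess for EGF was -0.004 in WT cells (percentile 34.53), within the matched lists, and -0.053 in AMPK KO cells (percentile 0). That for AMPK KO against WT cells in DMSO was 0.169. A difference between libraries or cultures that needs no cordycepin therefore stays open. Relative to other genes, the class median was 0.085 to 0.369 in the 4 cordycepin libraries, and 0.012 and 0.047 in the AMPK KO DMSO libraries. The lowest value was -0.263, in WT DMSO replicate 2. With 2 libraries per group the explanations were not separated.

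Replication-dependent histone messages have no poly(A) tail, so they were predicted to be spared if cordycepin acted through blocked polyadenylation. Their median effect was -0.384 in AMPK KO cells and -0.093 in WT cells, opposite to the prediction. The set did not pass fry in either line (adjusted p 0.242 and 0.699), so the test does not decide.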
